A study of Mus musculus with 12 samples. Its data were reported in "Lipolysis regulates major transcriptional programs in brown adipocytes" (2022).

How the data were processed

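The data are RNA sequencing counts of 12 cultures of mature mouse epididymal white adipocytes in 4 groups (vehicle, ISO, Lip and Lip+ISO), each with 3 replicates. Per the labels, adipocytes were isolated by collagenase digestion and floatation, 50000 cells per well were embedded in a hydrogel, and treatments began after 2 days of culture, with ISO present for 3 h. Groups and replicate numbers were taken from the sample titles. The study's methods name Atglistatin and CAY10499 as the inhibitors of ATGL and HSL. Its figure legend for these white adipocytes names the lipolysis activator SR-3420 as the stimulus. Its results text and the sample titles name ISO, so the stimulus was taken to be ISO.

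The deposited table holds raw read counts per gene, 1 column per library, with no normalization. The authors made these counts by aligning reads to the mouse genome mm9 with STAR and counting reads per RefSeq gene with HOMER and iRNA-seq, where HOMER was set to accept 1 read per position and read length. The counts are whole numbers with totals of 22632220 to 43707557, a 1.93-fold range. The table also gives, as deposited, the length of each transcript span and of the counted exons in base pairs, and both were read as lengths and used only for the check of length. Limiting reads per position would cap the counts per base pair of a gene, but 1875 genes had more than 2 counts per base pair of counted length in a library and Fabp4 reached 918, so the counts were analyzed as they are. All 12 columns of counts were used. The table has 20295 genes, of which 1643 had no count in any library and 96 had a counted length under 100 base pairs. Gene starts in the table count from 0 and are printed from 1. This was checked against an annotation of the same assembly, where 18991 genes matched by symbol and chromosome. Of these, 703 starts equaled an annotated transcript start as they stand and 10959 did after adding 1. The coordinates are the table's own (mm9). Overlapping genes were found from the spans in the table, and since nothing states that the counting used strand, overlaps on either strand are reported as uncertain, as are paralogs.

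Differential expression was tested in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr (13543 genes), libraries were scaled by TMM (factors 0.924 to 1.07), and a quasi-likelihood model with 1 mean per group was fitted to all 12 libraries without a term for the replicate. The 4 contrasts of 2 groups each and the interaction (the response to ISO with inhibitors minus that without) were tested with the quasi-likelihood F-test, two-sided, and p-values were adjusted over all tested genes by the Benjamini-Hochberg method. A gene was called at an adjusted p at or under 0.05 and a log2 fold change of at least 1 in size, which are the thresholds that the study gives for ISO-activated genes and were used in both directions here. A list was called at an adjusted p at or under 0.05. The common biological coefficient of variation was 0.163. The medians of all log2 fold changes lay between -0.02 and 0.00. CPM values are scaled by TMM, and log2 CPM values used a prior count of 2. An ISO-activated gene is one called higher in ISO than in vehicle, and it is lower or higher in Lip+ISO than in ISO at an adjusted p at or under 0.05 of any size. A fold against a group whose libraries all have 3 counts or fewer is given as a bound against 3 counts. Odds ratios of overlaps were tested with Fisher's exact test, two-sided, with 95% confidence intervals. Their background was all tested genes for the brown list and the ISO-activated genes for the inhibitor-lowered genes.

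Gene lists were tested with camera in limma 3.58.1 with a preset correlation between genes of 0.01, two-sided, and with fry beside it, and adjusted over 8 lists in 2 contrasts (16 tests). Of these lists, the 4 clusters of ISO-activated genes in brown adipocytes (C1 to C4) come from the study and were chosen on brown adipocyte libraries, not on these. The list of the unfolded protein response holds the 24 markers that the study lists. The lists of core clock, thermogenic and fatty acid oxidation genes were written from general knowledge. Lists of targets of PPAR, of cAMP signaling and of the aryl hydrocarbon receptor (AhR), and of markers of adipocytes, macrophages, endothelial cells, fibroblasts and mesothelial cells, were tested in 3 contrasts and adjusted together (24 tests). Marker lists of epididymis and of erythrocytes had 1 tested gene each and were not tested. Lists of epithelial, eosinophil and MAPK target genes were added after the data had been seen.

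The genes named in the text follow a rule. It names 22 genes fixed beforehand (Pdk4, Acot3, Acot4, Cyp1a1, Irs2, Ppargc1a, Ucp1, Dio2, Nr1d1, Arntl, Nfil3, Bhlhe40, Atf4, Ddit3, Hspa5, Crem, Plin2, Pnpla2, Lipe, Abhd5, Ppara and Pparg). It adds, for ISO against vehicle, Lip against vehicle and Lip+ISO against ISO, the 3 genes with the largest fold change in each direction among those called with at least 5 CPM in the higher group and complete separation of the libraries. It also allows members of the lists. Thra, Mars and Med9 lie outside it, are named because they neighbor or overlap a named gene, and were chosen after the values of the named genes were seen, as were the epithelial, eosinophil and MAPK target genes. The groups, contrasts, tests, thresholds, gene lists, this rule and the alternatives below were chosen before the data were examined, unless stated otherwise.

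Alternatives were the DESeq2 Wald test (DESeq2 1.42.0, with a preranked camera test for lists), DESeq2's size factors in edgeR, library totals alone, no filter beyond 1 count over all libraries, a mean count of at least 20, only the groups compared, the replicate number as a block, an adjusted p at or under 0.01, no minimum fold change, fry in place of camera, K-means with 2 clusters, adjustment over the ISO-activated genes alone, a further minimum fold change for lower genes, leaving out each library in turn and leaving out each replicate number in every group (15 fits). Counts thinned to the smallest total, and offsets that took out the trend of each library over GC content or counted length, were chosen after seeing the data and combined with the block where the numbers pair the samples. GC content was known for 93.7% of the tested genes.

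The labels give each group replicates 1 to 3, and the study's methods speak of 3 independent experiments, so pairing by number was checked. Correlations of the deviations of same-numbered libraries from their group means were 0.298, 0.331 and 0.139 in ISO against vehicle, 0.192, 0.298 and 0.232 in Lip+ISO against Lip and 0.343, 0.369 and 0.197 in Lip against vehicle. By the rule that each must exceed 0.1, the numbers pair the samples in these 3 contrasts. The interaction is the difference between the former 2 of them, so it is given with the block as well. In Lip+ISO against ISO the correlations were 0.102, 0.311 and 0.0373, so replicate 3 fell short of the rule. The same-numbered libraries of these groups are still tied through vehicle and Lip, so blocked values are given there as well.

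The shared ISO libraries were handled with 20 simulated data sets in which the inhibitors change nothing. Other splits of the 6 libraries of each contrast (10 splits) and 60 drawn splits for the interaction were refitted. Permutation tests used 100000 permutations. The models were tested on simulated counts for 13352 genes of which 198 had a known change. The edgeR model recovered 162 of them (81.8%) with 8 false calls, the model with the block 161 (81.3%) with 11 and DESeq2 168 (84.8%) with 28. Principal components were computed on log2 CPM of the 500 most variable genes. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15, with pandas 2.3.3.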

Results

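Gene expression was measured by RNA sequencing in mature white adipocytes (eWAs) that had been floated out of digested epididymal fat of lean male mice and kept for 2 days in a hydrogel as a 3-dimensional culture. The 12 libraries form 4 groups of 3. One group received the vehicle only (vehicle), one received the β-adrenergic agonist isoproterenol for 3 h (ISO), one received inhibitors of the lipases ATGL and HSL (Lip), and one received the inhibitors followed by the agonist (Lip+ISO). Each cell of the count table gives the reads of one gene in one library, and all libraries were compared as sequenced. The 3 vehicle libraries held 31930599, 22632220 and 25505731 counts, the ISO libraries 24222753, 43707557 and 22864094, the Lip libraries 28751030, 29078823 and 34903696 and the Lip+ISO libraries 25573299, 27162460 and 27263785. Group means were 26689517 ± 4760880 (SD, n = 3), 30264801 ± 11661571, 30911183 ± 3461500 and 26666515 ± 948107 counts, in that order. Between 15141 and 17079 of the 20295 genes had a count in a library. The gene with the most counts in each library was Fabp4, with 1.1% to 1.7% of the total. A count of 0 allows up to 3 counts, which is 0.0686 to 0.133 CPM (counts scaled to library size) depending on the library, and this limit covers counting error only.

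Principal component analysis was used to see how the libraries group. Over the 500 most variable genes, the first component (PC1) carried 63.9% of the variance and parted the libraries by ISO, with scores of -31.0 to -18.2 in the 6 libraries without ISO and of 19.1 to 30.2 in the 6 with it. The second component (9.78%) parted the ISO libraries, at -15.7 to -8.22, from the Lip+ISO libraries, at 5.76 to 16.4. On the third component (7.39%), Lip replicate 3 lay apart at -23.1, while the other 11 libraries lay between -6.35 and 9.62.

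To ask how white adipocytes respond to a β-adrenergic agonist when lipolysis is intact, ISO was compared with vehicle. Of 13543 tested genes, 769 were called higher and 244 lower (edgeR quasi-likelihood test, adjusted p at or under 0.05 after Benjamini-Hochberg adjustment, log2 fold change of at least 1 in size), so 75.9% of the calls were rises. Dropping the minimum fold change moved these counts most, to 1670 higher and 1878 lower. Fits that each left out 1 library, or 1 replicate number in every group, gave from 431 genes higher (without replicate 3 of every group) to 994 (without vehicle replicate 2), and from 208 to 278 genes lower. With at least 5 CPM in the higher group and every library of one group above every library of the other, 489 of the higher and 174 of the lower calls remained, where chance alone separates 10% of genes in 3 against 3. Among the 22 genes named beforehand, 17 had an adjusted p at or under 0.05 over all genes, and 17 also when adjusted over the list alone.

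**Figure D1:**
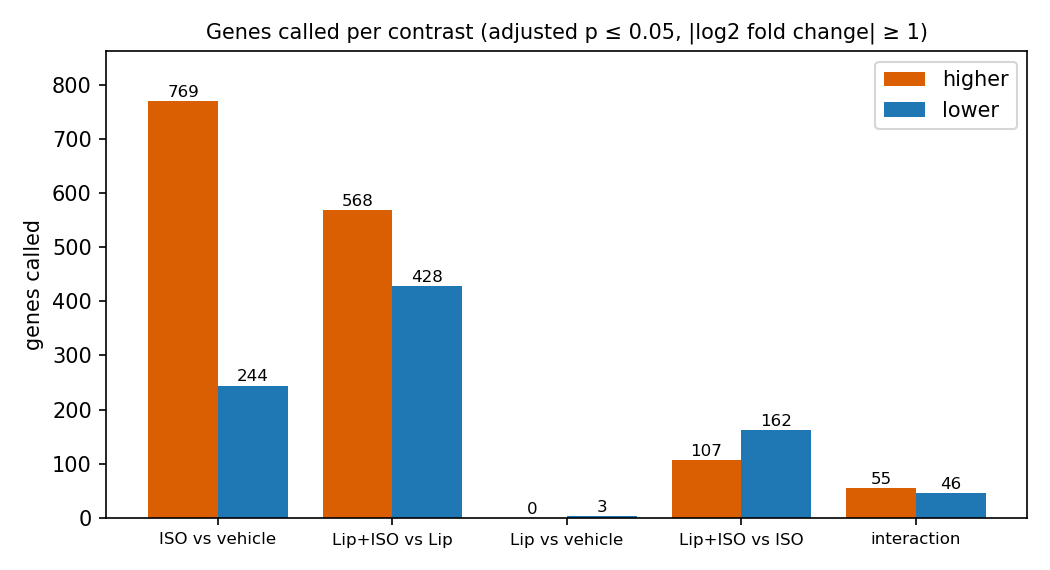
Number of genes called higher and lower (edgeR, adjusted p at or under 0.05, log2 fold change of at least 1 in size) in each of the 4 comparisons and for the interaction, with 3 libraries per group. The bars reach 769 and 244 genes for ISO against vehicle and 107 and 162 genes for Lip+ISO against ISO.

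The largest rises that met these criteria were those of Ppp1r3g, Epx and Ucp1. Ppp1r3g (NM_029628, mm9 chromosome 13, 36059775 to 36062257, plus strand) had at most 2 counts in a vehicle library and 14.2 ± 2.75 CPM (SD, n = 3) in ISO, at least 113-fold higher (edgeR adjusted p = 1.1e-07). Epx (NM_007946, chromosome 11, 87677500 to 87689038, minus strand) had at most 1 count in a vehicle library and 6.66 ± 3.28 CPM in ISO, at least 52.9-fold higher (edgeR adjusted p = 2.9e-05). Expression of Ucp1 (NM_009463, chromosome 8, 85814247 to 85822355, plus strand) rose from 0.467 ± 0.105 to 128 ± 23.7 CPM, a log2 fold change of 8.11 ± 0.37 (SE, edgeR adjusted p = 3.1e-08), which was 7.83 without replicate 1 of every group. The largest falls were those of Adrb3 (NM_013462, chromosome 8, 28336248 to 28340060, minus strand), from 183 ± 46.1 to 28.8 ± 7.27 CPM, Rasd1 (NM_009026, chromosome 11, 59776685 to 59778444, minus strand), from 175 ± 24.7 to 30.9 ± 4.35 CPM, and Fign (NM_001267847, chromosome 2, 63809565 to 63936095, minus strand), from 8.80 ± 1.19 to 1.59 ± 0.668 CPM. Their log2 fold changes were -2.67 ± 0.23, -2.51 ± 0.18 and -2.45 ± 0.28 (SE), with edgeR adjusted p of 3.9e-06, 8.8e-07 and 5.0e-05. Rasd1 overlaps Med9 on the other strand, so its reads remain uncertain. Of the genes named beforehand, Ppargc1a rose by 3.79 ± 0.20 on the log2 scale (SE, edgeR adjusted p = 7.8e-08), Dio2 by 4.08 ± 0.24 (2.2e-07) and Crem by 2.85 ± 0.10 (6.7e-09). Pdk4 rose by 1.06 ± 0.21 (0.0024) and Acot4 by 1.04 ± 0.13 (1.3e-04). The clock genes Arntl, Nfil3, Bhlhe40 and Nr1d1 rose by 2.10 ± 0.14, 2.51 ± 0.15, 1.72 ± 0.19 and 0.52 ± 0.07, with adjusted p between 2.2e-07 and 2.9e-04. Of 3 genes tied to the unfolded protein response, Atf4 rose by 0.86 ± 0.12 (edgeR adjusted p = 2.7e-04), Ddit3 changed by 0.01 ± 0.21 (edgeR adjusted p = 0.97, Ddit3 overlaps Mars) and Hspa5 by 0.35 ± 0.21 (edgeR adjusted p = 0.234). Ddit3 fell slightly with library totals alone (-0.02), without the filter on low counts (-0.01) and in 4 of the 15 fits that left libraries out. For Hspa5, the fit with the replicate number as a block gave 0.38 and an edgeR adjusted p = 0.00244. Pparg fell by 0.46 (SE 0.08, edgeR adjusted p = 0.0017). The adjusted p of Cyp1a1 (1.39 ± 0.45, adjusted p = 0.0365), Abhd5 (0.32 ± 0.10, adjusted p = 0.034) and Plin2 (0.61 ± 0.15, adjusted p = 0.0088) rose above 0.05 in 7, 10 and 2 of the 15 fits that left libraries out, where it reached 0.189, 0.188 and 0.0886. Without ISO replicate 2 the log2 fold change of Cyp1a1 was 0.95. The adjusted p of Abhd5 was also above 0.05 without the filter on low counts (edgeR adjusted p = 0.0527).

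The same agonist was then compared within cells whose lipases were inhibited, Lip+ISO against Lip. Here 568 genes were called higher and 428 lower. Rises made up 57.0% of the calls with TMM scaling and 45.7% with library totals alone. A total of 383 of the 769 ISO-activated genes (49.8%) were also called higher with the inhibitors present. In 20 simulated data sets in which the inhibitors had no effect, this share was 67.6% on average (64.5% to 71.2%). With the inhibitors, 185 genes were called higher and 265 lower that were not called in that direction without them. Of the 244 genes lowered by ISO, 66.8% were also called lower with the inhibitors. Whether the response to ISO differed between cells with and without the inhibitors was tested by the interaction term, which called 55 genes higher and 46 lower. These counts were 6 and 9 without replicate 2 of every group, and 17 in each direction without replicate 3. The lower count was 30 without vehicle replicate 1, 73 without vehicle replicate 2 and 30 without ISO replicate 3. With the replicate number as a block, 71 genes were called higher and 131 lower. The interaction was negative for Egr1 (-2.69 ± 0.19 SE on the log2 scale, edgeR adjusted p = 3.2e-05), Pdk4 (-2.38 ± 0.29, adjusted p = 0.00171), Pfkfb3 (-2.19 ± 0.38, adjusted p = 0.0114) and Nr1d1 (-1.39 ± 0.11, adjusted p = 5.0e-05), and positive for Dio2 (2.52 ± 0.37, adjusted p = 0.00392), Crem (0.93 ± 0.14, adjusted p = 0.00495) and Pparg (0.58 ± 0.12, adjusted p = 0.0274). Egr1 rose by 3.52 without and by 0.83 with the inhibitors, whereas Pdk4 and Nr1d1 rose by 1.06 and 0.52 without them and changed by -1.32 and -0.87 with them. Pfkfb3 did not pass an adjusted p of 0.05 without the inhibitors (-0.35, edgeR adjusted p = 0.35) and fell with them (-2.54, edgeR adjusted p = 2.1e-05). Dio2 and Crem rose more with the inhibitors (6.60 and 3.78) than without (4.08 and 2.85), while Pparg fell without them (-0.46) and did not pass an adjusted p of 0.05 with them (0.13, edgeR adjusted p = 0.31). The adjusted p of the interaction rose above 0.05 for Pparg, Crem, Pfkfb3, Pdk4 and Dio2 in 11, 2, 2, 1 and 1 of the 15 fits that left libraries out, where it reached 0.33, 0.18, 0.186, 0.0759 and 0.114. With all libraries, it was above 0.05 for Acot4 (-0.64, edgeR adjusted p = 0.14) and Ucp1 (0.11 ± 0.64, adjusted p = 0.96). Among the 22 genes named beforehand, the interaction had an adjusted p at or under 0.05 for 5 over all genes and for 8 when adjusted over the list alone.

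Whether the inhibitors change expression without ISO was asked by comparing Lip with vehicle. No gene was called higher (0) and 3 were called lower. An unadjusted p under 0.05 was found for 582 genes, which is fewer than chance alone would give among 13543 tested genes. Of these, 110 were at least 1 log2 unit higher and 25 at least 1 log2 unit lower. With the replicate number as a block, 6 genes were called lower. The DESeq2 Wald test called 5 genes higher and 6 lower. The 3 genes were Pdk4 (NM_013743, chromosome 6, 5433351 to 5446278, minus strand), which fell from 422 ± 95.3 to 133.5 ± 25.2 CPM (SD, n = 3; log2 fold change -1.66 ± 0.21 SE, edgeR adjusted p = 0.0142), Acot4 (NM_134247, chromosome 12, 85379329 to 85385673, plus strand), from 19.4 ± 1.57 to 8.87 ± 0.814 CPM (-1.13 ± 0.14, adjusted p = 0.0142), and Rasd1, from 175 ± 24.7 to 80.2 ± 18.5 CPM (-1.13 ± 0.17, adjusted p = 0.0331). Reads of Acot4 could be shared with its paralogs, so its level is uncertain. These calls depended on single libraries. None of the 3 was called without vehicle replicate 2, vehicle replicate 3, Lip replicate 2 or Lip replicate 3, nor without replicate 1 or replicate 2 of every group, and 1 gene was called lower without vehicle replicate 1, without Lip replicate 1 or without replicate 3 of every group. Over the 15 fits that left libraries out, the adjusted p of Pdk4, Acot4 and Rasd1 rose above 0.05 in 7, 9 and 11, while their log2 fold changes stayed between -1.83 and -1.46, between -1.24 and -1.01 and between -1.33 and -0.99. Rasd1 was also not called when only the vehicle and Lip libraries were fitted (edgeR adjusted p = 0.091). Among the 22 genes named beforehand, 2 had an adjusted p at or under 0.05 over all genes, and 2 when adjusted over the list alone.

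To ask which part of the response to ISO depends on active lipases, Lip+ISO was compared with ISO. There were 107 genes called higher and 162 called lower, of which 80.4% and 79.6% also separated the 2 groups completely with at least 5 CPM in the higher one. Without replicate 3 of every group, 80 genes were called lower. Pdk4 fell most, from 880 ± 78.4 CPM in ISO to 53.6 ± 16.4 CPM in Lip+ISO (log2 fold change -4.04 ± 0.23 SE, edgeR adjusted p = 8.0e-07), followed by Egr1 (NM_007913, chromosome 18, 35020861 to 35024610, plus strand), from 372 ± 52.7 to 41.1 ± 5.21 CPM (-3.18 ± 0.14, adjusted p = 2.2e-07), and Pfkfb3 (NM_001177758, chromosome 2, 11393058 to 11475556, minus strand), from 428 ± 128 to 54.1 ± 19.6 CPM (-2.98 ± 0.28, adjusted p = 4.2e-05). Dio2 (NM_010050, chromosome 12, 91962992 to 91976878, minus strand) rose most, from 9.47 ± 2.04 to 72.3 ± 10.8 CPM (2.94 ± 0.18, adjusted p = 1.3e-06), ahead of Wnt9b (NM_011719, chromosome 11, 103588677 to 103611135, minus strand), from 6.69 ± 3.25 to 42.2 ± 12.2 CPM (2.67 ± 0.29, adjusted p = 1.1e-04), and Cyp2ab1 (NM_183158, chromosome 16, 20308460 to 20325477, minus strand), from 5.26 ± 2.00 to 31.3 ± 12.1 CPM (2.56 ± 0.34, adjusted p = 4.8e-04). These 6 calls held in each of the 15 fits that left libraries out. Among the genes named beforehand, 11 of 22 had an adjusted p at or under 0.05 over all genes, 17 with the replicate number as a block and 12 when adjusted over the list alone. Nr1d1 (NM_145434, chromosome 11, 98629246 to 98636691, minus strand) fell from 216 ± 11.2 to 74.2 ± 6.01 CPM (-1.54 ± 0.08, edgeR adjusted p = 2.7e-07) and Acot4 from 39.99 ± 6.13 to 11.7 ± 1.59 CPM (-1.77 ± 0.14, adjusted p = 1.1e-05). Crem (NM_001110859, chromosome 18, 3266352 to 3327589, minus strand) rose from 108 ± 10.1 to 218 ± 13.3 CPM (1.01 ± 0.10, adjusted p = 4.1e-05). Pparg, Acot3, Ppara, Plin2, Lipe and Ucp1 changed by 0.55 ± 0.08, -1.49 ± 0.26, -1.40 ± 0.20, -0.94 ± 0.15, -0.65 ± 0.15 and 0.86 ± 0.23, with adjusted p between 9.1e-04 and 0.0355. Of these, Ucp1 had an adjusted p above 0.05 in 8 of the 15 fits and with the DESeq2 Wald test (0.88, DESeq2 adjusted p = 0.132), Lipe in 4, Pparg and Plin2 in 2 each and Ppara in 1, where it reached 0.14, 0.125, 0.0621, 0.0716 and 0.0509. The adjusted p was above 0.05 for Ppargc1a (0.28 ± 0.17, edgeR adjusted p = 0.35), Arntl (0.19 ± 0.13, adjusted p = 0.40) and Irs2 (0.47 ± 0.22, adjusted p = 0.21), of which Irs2 passed 0.05 in 1 of the 15 fits (0.73, without ISO replicate 1) and with the replicate number as a block (0.48, edgeR adjusted p = 0.0026).

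**Figure D2:**
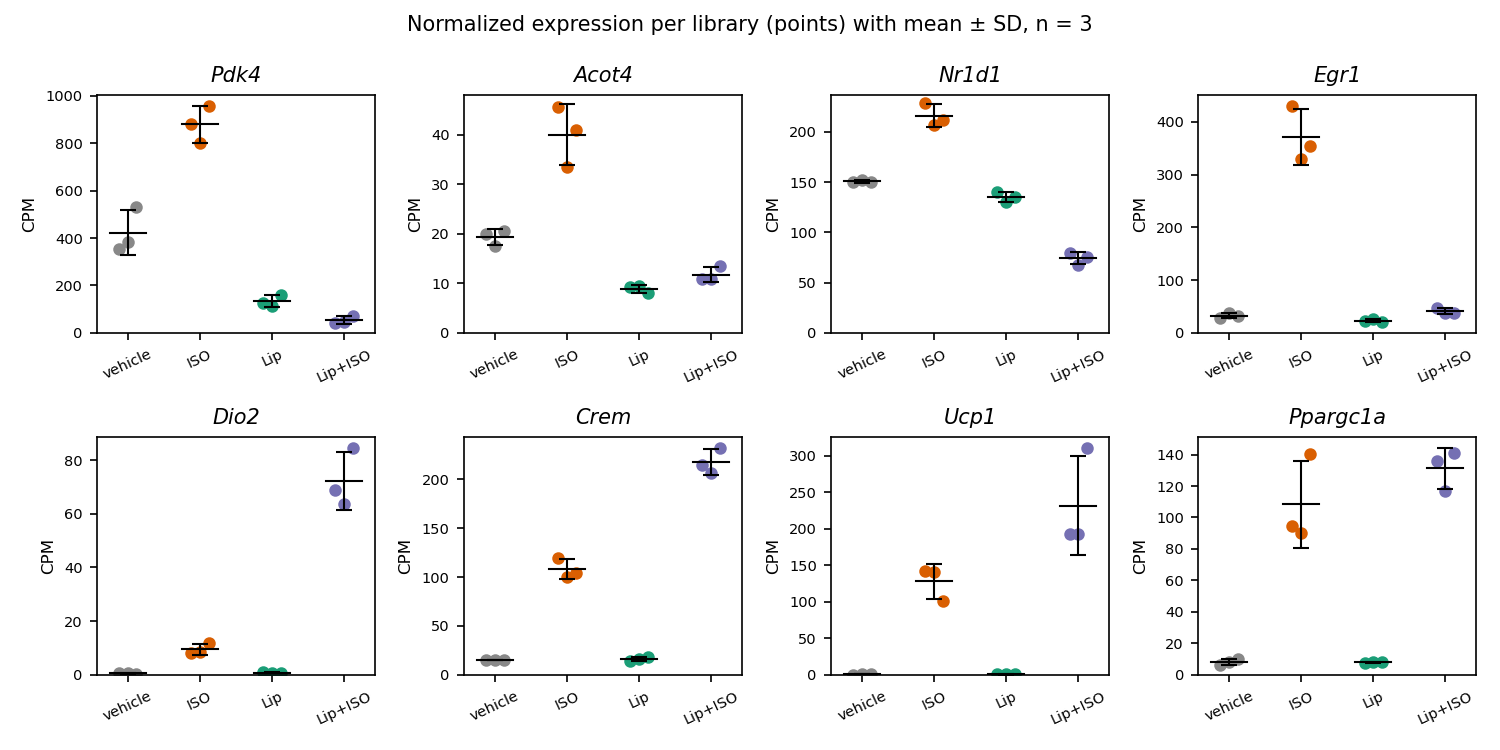
Normalized expression (CPM, 1 panel per gene) of Pdk4, Acot4, Nr1d1, Egr1, Dio2, Crem, Ucp1 and Ppargc1a in the 12 libraries, with 1 point per library and the mean ± SD of each group (n = 3). Mean Pdk4 expression was 880 CPM in ISO and 53.6 CPM in Lip+ISO, and mean Dio2 expression 9.47 and 72.3 CPM.

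Lipolysis-dependent genes were then sought among the 769 genes activated by ISO. At an adjusted p at or under 0.05 and without a minimum fold change, 122 of them (15.9%) were lower in Lip+ISO than in ISO, 100 (13%) were higher and 547 were neither, so 647 were not lower. With the replicate number as a block, 296 ISO-activated genes were lower and 665 not lower. Of the 122 and 100 genes, 86 and 46 differed by at least 1 log2 unit. In the 20 simulated data sets without an effect of the inhibitors, which share the ISO libraries in the same way, at most 1 activated gene was lower. The median log2 fold change of the 769 genes was -0.40, against -0.083 on average in the simulated sets (-0.113 to -0.0696), which measures the pull that selecting genes on the ISO libraries exerts. These sets hold no change in cell types. Marker lists of 4 other cell types rose with ISO (medians 0.91 to 1.03) and were lower in Lip+ISO than in ISO (-0.79 to -0.41). Such a change may add to the 122 genes, although only 2 of the 51 listed markers were among them. The interaction, which also takes the inhibitors' effect without ISO into account, was negative at an adjusted p at or under 0.05 for 21 of the activated genes, each of them among the 122, and positive for 36. With the replicate number as a block, 107 had a negative interaction. In ISO-activated genes lower in Lip+ISO, 30 of 122 were still called higher in Lip+ISO than in Lip. The count of 122 depended on the rule. K-means clustering with 2 clusters placed 370 genes in the lower cluster, of which 114 were among the 122, and adjustment over the ISO-activated genes alone gave 201. The count fell to 80 without ISO replicate 2, 63 without ISO replicate 3, 70 without Lip+ISO replicate 3 and 49 without replicate 3 of every group, while that of genes not lower fell to 382 in the last of these fits. The 21 negative interactions became 13 without vehicle replicate 1, 51 without vehicle replicate 2, 32 without Lip+ISO replicate 1, and 6 and 7 without replicate 2 and replicate 3 of every group.

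**Figure D3:**
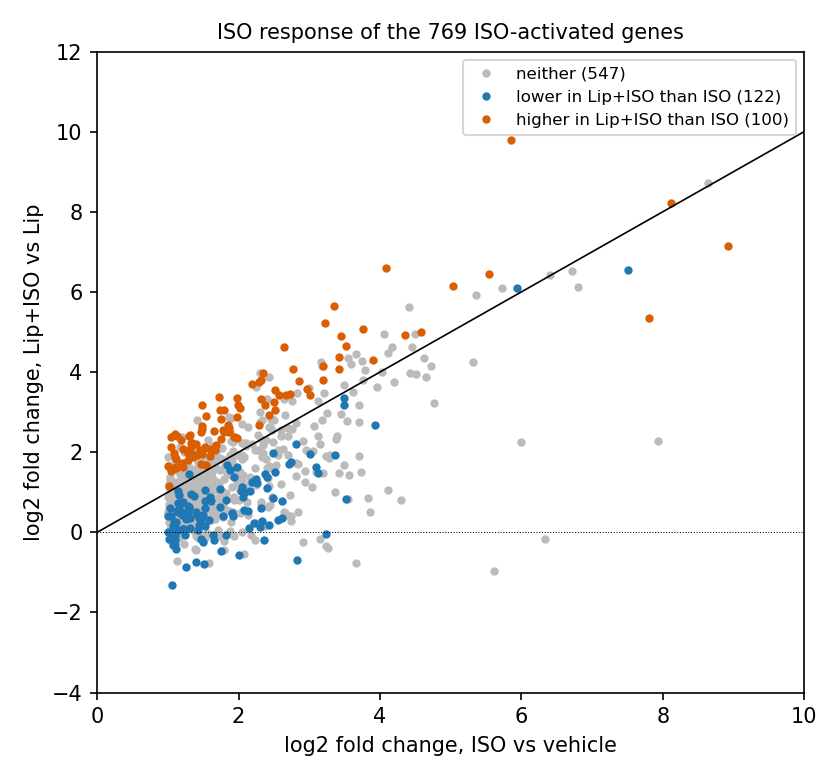
Log2 fold change of the 769 ISO-activated genes in ISO against vehicle (horizontal) and in Lip+ISO against Lip (vertical), with 1 point per gene and a diagonal where both responses are equal. Blue marks the 122 genes lower in Lip+ISO than in ISO, orange the 100 that were higher and grey the 547 that were neither.

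The ISO-activated genes of white adipocytes were compared with the list of ISO-activated genes that the study drew from brown adipocytes. Of the 769 genes, 210 (27.3%) were in the brown list, of which 604 genes could be tested, against 3.08% of the remaining tested genes (odds ratio 11.8, 95% confidence interval 9.73 to 14.3, two-sided Fisher's exact p = 9.4e-115). The odds ratio was lowest without vehicle replicate 2 (8.63) and highest without replicate 3 of every group (23.5). Among the ISO-activated genes, 42 of the 122 that were lower in Lip+ISO (34.4%) belonged to the brown clusters C1, C3 and C4, which the study drew up as genes activated by lipolysis, against 17.3% of the other 647 (odds ratio 2.50, 95% confidence interval 1.59 to 3.91, two-sided Fisher's exact p = 3.9e-05). Adjusted over these 2 overlaps, the values were 1.9e-114 and 3.9e-05. The second odds ratio was 1.28 without replicate 2 of every group, with a Fisher's exact p = 0.332, and between 1.48 and 2.85 under the alternatives that kept every library. Genes are not independent replicates in such a table. In the study, ISO raised C4 genes with or without lipase inhibitors, so the second overlap does not measure shared dependence on lipolysis alone.

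Finally, 8 lists of genes were tested as sets in ISO against vehicle and in Lip+ISO against ISO, to ask which programs known from brown adipocytes move in white adipocytes. The 4 brown clusters all rose with ISO, with median log2 fold changes of 0.49 for C1 (144 tested genes), 1.36 for C2 (96.2% of its 105 genes), 0.61 for C3 (185) and 0.56 for C4 (174), and camera adjusted p of 2.7e-10, 6.9e-33, 1.6e-21 and 2.0e-27. With genes whose vehicle libraries were at the floor set to their bound, the median of C2 was 1.35. Of C2, 71 genes had a positive and 1 a negative fold change at an adjusted p at or under 0.05 over all genes, and 80 and 1 when adjusted over the list alone. For C1, C3 and C4 these counts were 64 and 8, 92 and 4, and 104 and 2 over all genes, and 67 and 10, 102 and 6, and 66.7% of the list and 5 genes over the lists alone. The median of C1 moved most in the fit without ISO replicate 3, to 0.39. Under the inhibitors with ISO, C1 fell (median -0.36, camera adjusted p = 1.2e-11), with 4 genes higher and 47 lower over all genes and 7 and 58 when adjusted over the list alone. C3 fell as well (-0.21, camera adjusted p = 9.7e-04, 14 higher and 34 lower, or 18 and 45 over the list alone), by -0.11 without Lip+ISO replicate 2. C2 rose (0.24, camera adjusted p = 9.5e-06, 28 higher and 9 lower, or 32 and 11 over the list alone), and C4 did not shift (-0.05, camera adjusted p = 0.99, 26 higher and 21 lower, or 34 and 28 over the list alone).

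The list of the unfolded protein response (24 genes) rose with ISO (median 0.38, camera adjusted p = 9.5e-06, 11 genes higher and 1 lower, or 12 and 1 when adjusted over the list alone) and did not shift under the inhibitors (-0.09, camera adjusted p = 0.36, 1 higher and 1 lower by either adjustment). The core clock list (19 genes) had a median of 0.08 with ISO (camera adjusted p = 0.22, 6 higher and 4 lower by either adjustment). It fell under the inhibitors with ISO (-0.22, camera adjusted p = 0.0407, 1 higher and 2 lower, or 2 and 5 over the list alone). This call was lost without ISO replicate 1, ISO replicate 3, Lip+ISO replicate 2, Lip+ISO replicate 3 or replicate 3 of every group, where the median lay between -0.29 and -0.15 over the 15 fits, and with a mean count of at least 20 (-0.19, camera adjusted p = 0.0708). Thermogenic genes (19 tested) had a median of 0.39 with ISO and a camera adjusted p = 0.0502, with 5 higher and 2 lower, or 6 and 2 over the list alone. The adjusted p of the set test on this list was 0.0024 on the statistics of the DESeq2 Wald test, 0.0388 with library totals alone and 0.0487 without the filter on low counts, and in 8 of the 15 fits that left libraries out it was at or under 0.05 as well, with medians from 0.26 to 0.55 over the 15 fits. Under the inhibitors their median was 0.02 (camera adjusted p = 0.99, 2 higher and 3 lower, or 3 and 3 over the list alone). It was -0.01 with library totals alone, -0.01 with the replicate number as a block and changed direction in 7 of the 15 fits that left libraries out. Fatty acid oxidation genes (24) did not shift with ISO (-0.09, camera adjusted p = 0.46, 1 higher) or under the inhibitors (0.01, camera adjusted p = 0.97, 1 higher and 1 lower), with the same counts by either adjustment, and their median under the inhibitors was -0.03 with library totals alone and changed direction in 4 of the 15 fits. Each list called by camera was also called by fry, which estimates the correlation between genes from the data, and fry also called the clock list (adjusted p = 0.0084) and the thermogenic list (6.1e-05) in ISO against vehicle. Camera called up to 7 lists in splits that mix the ISO and vehicle libraries, where fry called 0, so camera p-values alone are weak evidence.

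**Figure D4:**
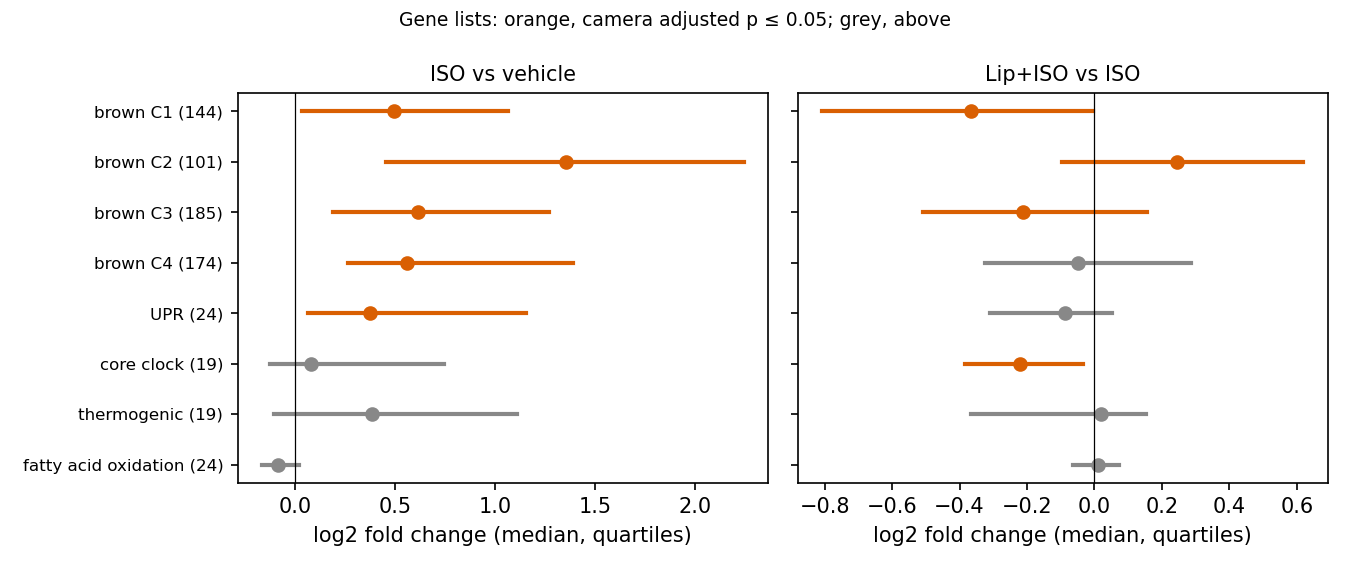
Median log2 fold change of the 8 gene lists, with quartiles of the genes in each list, in ISO against vehicle and in Lip+ISO against ISO. Orange marks lists with a camera adjusted p at or under 0.05, which are 5 lists in ISO against vehicle and 4 in Lip+ISO against ISO.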

Values the study reported

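For brown adipocytes, the study gives 630 genes with a robust induction by ISO, of which 324 were also induced by the lipolysis activator SR-3420. It places 525 genes in the clusters C1, C3 and C4. For white adipocytes, the text of the study describes the dependence on lipolysis in words and figures, and no count of such genes is quoted here. The study states that lipolysis does not regulate their circadian genes, citing inguinal fat of mice. Here, Nr1d1 was lower in Lip+ISO than in ISO, while Arntl did not pass the threshold. The study calls the overlap with lipolysis-activated genes of brown adipocytes very small. The odds ratio above was taken within ISO-activated genes, which is another measure. The study reports lipolysis-independent induction of fatty acid oxidation genes by ISO, but the list used here did not shift.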

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

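In this part, the tests of depth, scaling, GC content, gene length, cell types, Lip replicate 3 and Thra were chosen only after the result was seen. The other splits of the samples were written beforehand.

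For 7 named genes the response to ISO differed between cells with and without the lipase inhibitors, by the interaction term of the edgeR model. The difference was -2.38 for Pdk4 (± 0.29 SE, adjusted p = 0.00171), 2.52 for Dio2 (± 0.37, adjusted p = 0.00392), -1.39 for Nr1d1 (± 0.11, adjusted p = 5.0e-05), 0.93 for Crem (± 0.14, adjusted p = 0.00495) and 0.58 for Pparg (± 0.12, adjusted p = 0.0274) on the log2 scale. It was -2.69 for Egr1 (± 0.19, adjusted p = 3.2e-05) and -2.19 for Pfkfb3 (± 0.38, adjusted p = 0.0114). The former 5 genes were named before the data were examined. Egr1 and Pfkfb3 were picked for their large fall in Lip+ISO against ISO, which uses libraries that also enter the interaction, so their interaction is not an independent result.

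For the 5 genes named beforehand, 4 technical explanations were tested by refitting. After thinning every library to the smallest total, 5 of the 5 genes kept an interaction with an adjusted p at or under 0.05, while 23 genes crossed that threshold. The same was true of 5 genes with library totals alone (65 genes crossed it), of 5 with each library's GC trend taken out (47 genes) and of 5 with its length trend taken out (51 genes). The same 5 genes kept it when each of these refits also had the replicate number as a block. These values argue against depth, normalization between libraries, GC content and gene length as the whole cause. A changed share of a cell type would move all its markers alike, so the interaction of each gene was set against the medians of marker lists of 5 cell types, in units that combine the SE of the gene and the spread of the list (scaled median absolute deviation). Lip replicate 3 was left out, because Krt7, Krt8 and Krt18 of the mesothelial list were highest in it, and the spread of that list was 1.43 with that library and 0.63 without it. The smallest distance from a list, without the block or with it, was 3.44 units for Pdk4 and 2.53 for Dio2. Both lay outside the medians of the 5 lists by more than 2 units, which argues against a changed share of these cell types. With all libraries, Pdk4 lay 0.964 units from the mesothelial list and Dio2 2.37. The distance was 1.88 units for Nr1d1 (from fibroblast markers, and 2.09 with the block), 0.996 for Crem and 0.397 for Pparg. For Nr1d1, Crem and Pparg, a changed share of cell types and an effect of the inhibitors within adipocytes cannot be told apart, because their values lie within 2 units of a list. Cell types without a list were not tested. Egr1 and Pfkfb3 also kept their interaction under each alternative that kept all libraries, between -2.75 and -2.65 and between -2.26 and -2.14.

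The fall of Nr1d1 was also weighed against reads from Thra, which lies on the other strand 2820 bp away. Thra changed by -0.31 ± 0.17 (SE, edgeR adjusted p = 0.31) in Lip+ISO against ISO, where Nr1d1 changed by -1.54 ± 0.08, so reads of Thra do not account for it. Lip replicate 3 stands apart from the other libraries and carries epithelial transcripts. Without it, 4 of the 4 interactions of Pdk4, Dio2, Nr1d1 and Crem kept an adjusted p at or under 0.05, with and without the block. For Pparg the log2 value was 0.60 without that library, but its adjusted p was 0.0575 (0.000143 to 0.33 over all alternatives). For Pparg, an effect of that library and an effect of the inhibitors therefore cannot be told apart here, because its adjusted p was above 0.05 without the block and below it with the block (edgeR adjusted p = 0.0213). The adjusted p of Pparg was above 0.05 in 11 of the 15 fits that left libraries out.

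In 60 splits drawn from the 200 possible ones, which reassign the inhibitor label among the libraries with ISO and among those without, 4 gave as many called genes as the real one, the real one included, and another drawn split gave 369. Each of these 4 was among the 5 drawn splits that keep the ISO and Lip+ISO libraries apart, and the 55 that mix them gave no call. These 5 splits differ in how the vehicle and Lip libraries are assigned and gave 100 to 369 calls, so the real assignment of those libraries did not give more calls than others. A changed share of cell types remains open for Nr1d1, Crem and Pparg. As a hypothesis, active lipases may be needed for the level of Pdk4 under ISO in these cultures and may limit that of Dio2, since these interactions stayed past the threshold in each of the 4 technical refits and without Lip replicate 3, and lay at least 2.53 units from each marker list without that library. Without replicate 2 of every group, their adjusted p was 0.0759 and 0.114. This was found and tested on the same libraries, and effects of the inhibitors on other targets were not tested for these genes.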

How the results depend on the processing

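Thinned counts and offsets for GC content or length were chosen only after the data had been seen, and the other alternatives beforehand. Where a result changed, the cause was not tested unless the construction of the alternative gives it.

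Under the alternatives that kept all libraries, 121 counts stayed within 1.5 times their main value and 30 did not. Fold changes of named genes were followed here for a subset of genes and contrasts, which leaves out Nfil3 in Lip+ISO against ISO, for example. Changes outside this subset with the block are given below. Of the values in the subset, 570 kept their direction and their side of the threshold, 3 changed direction, 5 passed the threshold and 3 no longer did. For medians of lists these numbers were 150, 3, 6 and 1, and the 18 odds ratios stayed on their side. Among fits that left libraries out, 166 counts stayed and 29 moved. For the same subset of genes, 787 values stayed, 10 changed direction, 1 passed the threshold and 87 no longer did. For medians these numbers were 214, 13, 8 and 5. Of the odds ratios, 29 stayed while 1 no longer passed the threshold.

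With the DESeq2 Wald test, Lip against vehicle had 5 genes higher and 6 lower, the interaction 94 lower and 54 ISO-activated genes a negative interaction. The clock list rose with ISO (0.0899, adjusted p = 0.0447 by limma's camera) and so did the thermogenic list (0.40, adjusted p = 0.0024). With library totals alone the thermogenic list passed the threshold with ISO (0.34) and turned to -0.0121 under the inhibitors with ISO, fatty acid oxidation turned to -0.0267 there and Ddit3 to -0.0227 with ISO. Without the filter on low counts the thermogenic list passed the threshold with ISO (0.24), and Ddit3 turned to -0.0064. With a mean count of at least 20 the clock list no longer passed it under the inhibitors with ISO (-0.19). These near-zero medians and Ddit3 have no direction that the data settle. With fry in place of camera, the clock list (0.0771) and the thermogenic list (0.39) passed the threshold with ISO.

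An adjusted p at or under 0.01 left 502 genes higher in ISO against vehicle, 0 lower in Lip against vehicle (582 genes had an unadjusted p under 0.05), 97 lower in Lip+ISO against ISO, 32 higher and 22 lower for the interaction, 59 ISO-activated genes lower in Lip+ISO and 11 with a negative interaction. The stricter threshold itself explains these falls. Without a minimum fold change the counts rose by construction, to 1670 higher and 1878 lower in ISO against vehicle, 1562 and 2140 in Lip+ISO against Lip, 1 and 6 in Lip against vehicle, 590 and 621 in Lip+ISO against ISO and 122 and 98 for the interaction. K-means put 370 ISO-activated genes in the lower cluster, and adjustment over the ISO-activated genes alone gave 201.

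The replicate number as a block gave 6 genes lower in Lip against vehicle, and 6 each when combined with thinning, GC offsets or length offsets. Hspa5 passed the threshold with ISO in these 4 fits (edgeR adjusted p = 0.00244 with the block alone). With the block and length offsets Ddit3 turned to -0.0516. In Lip+ISO against ISO, 296 ISO-activated genes were lower in Lip+ISO with the block, Irs2 passed the threshold (0.48, edgeR adjusted p = 0.0026) and the median of the thermogenic list was -0.0108. Of the 31 named genes, Nfil3, Bhlhe40, Atf4, Hspa5 and Cyp1a1 also passed an adjusted p of 0.05 there with the block, Cyp1a1 did in Lip+ISO against Lip, Adrb3 in Lip against vehicle, and Irs2, Ppara, Adrb3, Wnt9b and Cyp2ab1 in the interaction, and none lost it in these contrasts. By camera the block changed no call of the lists written beforehand in the contrasts where each was tested. By fry it added the endothelial list in ISO against vehicle and the endothelial and fibroblast lists in Lip+ISO against ISO, and the MAPK list in Lip against vehicle was lost (fry adjusted p = 0.0784). For the interaction, which is the difference between 2 contrasts whose numbers pair the samples, the block gave 131 genes lower, 107 ISO-activated genes with a negative interaction and 35.1% of the calls higher instead of 54.5%.

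Of the 15 fits that left libraries out, 12 left out 1 library and 3 left out a replicate number in every group, so that 2 libraries per group remained. In ISO against vehicle, 431 (without replicate 3) to 994 (without vehicle replicate 2) genes were higher. In Lip against vehicle, 0 to 1 genes were higher (1 without vehicle replicate 1) and 0 to 4 lower (0 without vehicle replicate 2, for example, and 4 without Lip+ISO replicate 1). In Lip+ISO against ISO, 80 (without replicate 3) to 182 (without Lip+ISO replicate 2) were lower. For the interaction, 6 to 66 genes were higher and 9 to 73 lower, with the lowest counts without replicate 2 and the highest without Lip+ISO replicate 1 and vehicle replicate 2. From 49 (without replicate 3) to 147 (without vehicle replicate 2) ISO-activated genes were lower in Lip+ISO, 382 to 847 were not lower in the same fits, and 6 (without replicate 2) to 51 (without vehicle replicate 2) had a negative interaction. The odds ratio of inhibitor-lowered genes with the brown clusters ranged from 1.28 (without replicate 2) to 4.09. Medians with ISO ranged from -0.0011 to 0.20 for the clock list and from 0.26 to 0.55 for the thermogenic list. Under the inhibitors with ISO they ranged from -0.29 to -0.15 for the clock list, from -0.0689 to 0.14 for the thermogenic list and from -0.11 to 0.12 for fatty acid oxidation. Ddit3 ranged from -0.21 to 0.18 with ISO, and the interaction of Ucp1 from -0.14 to 0.89. Fewer libraries per fit lower the power of each test, which accounts for some lost calls but not for counts that rose when 1 library was left out.

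Depth limits genes near the floor. Ppp1r3g, Epx and Cyp2ab1 had at most 2, 1 and 3 counts in a vehicle library, so that their rises with ISO are bounds (at least 113-fold, 52.9-fold and 41.8-fold higher). Epx and Cyp2ab1 were at the floor in both vehicle and Lip, where no fold can be given.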

Other observations

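In this part, the tests on cell types, on epithelial transcripts, on the MAPK targets, on PPAR targets against a share of adipocyte RNA and on the share of genes in a K-means cluster were chosen only after the result was seen. The other tests were written beforehand.

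Other splits of the same libraries show how much each comparison rests on the real groups. In ISO against vehicle, Lip+ISO against Lip, Lip against vehicle and Lip+ISO against ISO, 1 of the 10 splits of the 6 samples gave as many called genes as the real one, which was the real one, and none of the other 9 called a gene. In Lip+ISO against ISO, 1 of the 10 splits gave as many ISO-activated genes lower in Lip+ISO, which was the real one (122). Of the splits of the vehicle and Lip libraries, 6 of 10 gave as many, and the 9 other than the real one gave 112 to 184, so the real assignment of those libraries did not give more such genes than others. A design of 3 against 3 cannot give less than 1 in 10, so the splits alone do not rule out a grouping by luck. In each of the 4 contrasts, 4 of the splits part all pairs, and the real one was alone among these in calling any gene, while the other 6 splits keep a pair together in a group. The lists behaved differently. By camera, 7 of the 10 splits in ISO against vehicle called as many lists as the real one (5 lists), with up to 7, and 3 of the 10 splits did so in Lip+ISO against ISO (4 lists). By fry the real splits called 7 and 4 lists, and the others at most 0 and 1. Each other split sets 2 libraries of a group against the remaining 1, which leaves part of a real difference in place. In ISO against vehicle, however, some of these splits called more lists by camera than the real one. A part of the real difference does not explain that. A camera call alone is therefore weak evidence here, and fry is the stricter guide. By the median of a list, the real split was the most extreme of the 10 for C1, C2 and C3 in both contrasts, for C4, the unfolded protein response and the thermogenic list in ISO against vehicle, and for the clock list in Lip+ISO against ISO. For C4 and the unfolded protein response under the inhibitors with ISO, 5 splits gave a median as far from 0, for the thermogenic and fatty acid oxidation lists 8, and with ISO 4 splits did for the clock list and 2 for fatty acid oxidation.

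The libraries of ISO enter both the choice of ISO-activated genes and the comparison with Lip+ISO. In 20 simulated data sets without an effect of the inhibitors, at most 1 activated gene was lower in Lip+ISO, against 122 observed, so the shared ISO libraries do not account for the count. K-means clustering is a different matter. In the simulated sets it put 262.6 genes on average into a lower cluster (203 to 320), against 370 observed, but these sets had 1000 to 1096 activated genes against 769. As a share of the activated genes, the cluster held 25.03% on average in the simulated sets (19.5% to 29.2%) and 48.1% here. The method alone therefore gives a cluster, though a smaller share than the one observed. The median log2 fold change of that cluster in Lip+ISO against ISO was -0.89, and the lowest simulated one was -0.55.

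A list of 29 PPAR targets was written beforehand to ask whether basal lipolysis keeps PPAR targets up in white adipocytes. In Lip against vehicle the median of its 28 tested genes was -0.24, with 22 of 28 lower (limma's camera adjusted p = 4.4e-12, fry adjusted p = 0.0033), and 1 of the 10 splits of the 6 samples gave a median as far from 0. Pdk4 and Acot4, the 2 genes of this list called in that contrast, were also among the 3 genes called over all genes, and 8 of its genes had an adjusted p at or under 0.05 over the list alone. With the replicate block the median was -0.22 (camera adjusted p = 1.9e-12), and with the GC trend taken out as well it was -0.22 (1.2e-12), which argues against GC content. It was -0.25 without Lip replicate 3 (5.7e-09), which argues against epithelial cells in that library. A lower share of adipocyte RNA would raise the markers of other cell types, and the highest of their 4 medians was -0.0174 (0.00216 with the block). Without vehicle replicate 2, the fibroblast and mesothelial medians were 0.37 and 0.59, but those of macrophages and endothelial cells were -0.15 and -0.01 (-0.17 and -0.42 with the block), so the lists did not rise alike. Without Lip replicate 1 the mesothelial median was 0.51. The adipocyte markers, some of which PPAR also controls, had a median of -0.15, with 16 of 16 lower (camera adjusted p = 2.4e-04, fry adjusted p = 0.34). A fall of adipocyte transcripts beyond PPAR targets therefore stays possible. These values are consistent with basal lipolysis adding to PPAR target expression. Under the inhibitors with ISO, the PPAR list fell as well (-0.20, camera adjusted p = 0.00105, fry adjusted p = 1.5e-04, and -0.39 without Lip+ISO replicate 1), and with ISO alone it had a median of 0.13 (camera adjusted p = 0.13, fry adjusted p = 0.0217).

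Both Dio2 and Crem, which cAMP controls, were higher in Lip+ISO than in ISO, and a list of cAMP targets asked whether the inhibitors relieve a feedback of fatty acids on cAMP signaling. The list rose with ISO (median 2.77, camera adjusted p = 1.3e-19, fry adjusted p = 4.6e-07) but its median was -0.0677 in Lip+ISO against ISO (camera adjusted p = 0.76, fry adjusted p = 0.88), with 10 genes higher and 13 lower. As its members went both ways, this decides nothing, and a relieved feedback and its absence cannot be told apart with this list. In Lip against vehicle its median was 0.08 (camera adjusted p = 0.60, fry adjusted p = 0.84). A list of AhR targets asked whether the inhibitors act on that receptor. Its median was 0.0869 in Lip against vehicle (camera adjusted p = 0.147, fry adjusted p = 0.29), with 7 of 9 genes higher, and with 9 genes an effect and its absence cannot be told apart. With ISO its median was 0.99 (camera adjusted p = 0.0031, fry adjusted p = 1.4e-04), and under the inhibitors with ISO it was 0.17 (camera adjusted p = 0.59, fry adjusted p = 0.45).

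The fall of Egr1 under the inhibitors with ISO led to a list of 10 targets of MAPK signaling that leaves Egr1 out. Its median was -0.33 in Lip+ISO against ISO (camera adjusted p = 0.00883, fry adjusted p = 1.1e-04), with 8 of 10 genes lower, 0.52 in ISO against vehicle (camera 0.00883, fry 1.1e-04) and -0.03 in Lip against vehicle (camera 0.0668, fry 0.0491, and fry 0.0784 with the block). Spry4, Spry2 and Phlda1 had log2 fold changes of -1.53, -0.88 and -0.84 with an edgeR adjusted p of 1.3e-06, 0.0028 and 0.0337, while Dusp4 and Epha4 were higher without being called. Spry4 was also lower in Lip than in vehicle (-0.73, edgeR adjusted p = 0.0142). A candidate explanation is that less ERK signaling follows when lipases are inhibited. No phosphoprotein was measured, and other explanations for these genes were not tested.

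Markers of other cell types rose with ISO. In ISO against vehicle the medians were 0.98 for macrophages (camera adjusted p = 4.9e-06, fry adjusted p = 0.0042), 0.94 for endothelial cells (0.0031, fry 0.16, and fry 0.0037 with the block), 0.91 for fibroblasts (0.0011, fry 0.024) and 1.03 for mesothelial cells (0.044, fry 0.27), while adipocyte markers had -0.20 (0.045, fry 0.14). Without vehicle replicate 2 the mesothelial median was 1.65, and the mesothelial camera call was lost in several fits that left out 1 library, with an adjusted p of 0.0941 without vehicle replicate 1 (0.0163 with the block). With the block it was lost without vehicle replicate 3 (0.168) and without ISO replicate 1 (0.180). With library totals alone the lowest of the 4 medians was 0.864, which argues against scaling between libraries. No difference between the rises of the 4 lists was found (permutation p = 0.910), so a lower share of adipocyte RNA stays a possible explanation there. The abundant markers mostly went along, with mean CPM in vehicle and ISO of 26.4 and 55.5 for Lyz2, 54.4 and 104 for Eng, 43.5 and 88.0 for Cdh5, 146 and 267 for Col3a1 and 8.0 and 22 for Wt1, but Gsn, the most abundant, fell from 3466 to 2207 CPM. Of the 51 tested markers, 48 had at least 1 CPM in vehicle, so the cultures express them at rest, 3 are in the brown clusters and 0 are in more than 1 of the 4 lists. The 51 markers include 11 of the 769 ISO-activated genes and 2 of the 122 that were lower in Lip+ISO. A shift in cell types would also move unlisted genes of these cells.

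With the inhibitors present, the medians of the same lists lay further apart in response to ISO. In Lip+ISO against Lip the medians were 0.78 for macrophages, 0.55 for endothelial cells, 0.09 for fibroblasts and 0.04 for mesothelial cells (permutation p = 0.00436). In Lip+ISO against ISO they were -0.41 (camera adjusted p = 0.0016), -0.79 (0.0025), -0.72 (0.0011) and -0.70 (0.146), with adipocyte markers at 0.04 (0.59), and the lists differed (permutation p = 0.0283). The macrophage median was -0.74 without Lip+ISO replicate 1, and by pair it was 0.09, -0.49 and -1.03. With the block, the macrophage call was lost without ISO replicate 3 (-0.31, camera adjusted p = 0.0857). It was also lost there without Lip+ISO replicate 3 (-0.32, camera adjusted p = 0.0996). Without the block it held in these 2 fits (camera adjusted p = 0.0219 and 0.0318). Without Lip+ISO replicate 1 the endothelial median was -0.48 (camera adjusted p = 0.110, and -0.70 with an adjusted p of 2.0e-05 with the block), and without Lip replicate 1 the mesothelial list passed the threshold (0.0433). In fry none of these 5 lists passed the threshold there without the block, and with it the endothelial (fry adjusted p = 0.0084) and fibroblast lists (0.0256) did. In Lip+ISO against Lip, the mesothelial median was 2.21, 0.90 and -0.44 by pair, and the last pair holds Lip replicate 3. The permutation test included that library and treats the genes of a list as independent. It therefore cannot decide on a changed share of adipocyte RNA in Lip+ISO against Lip. In Lip+ISO against ISO, the macrophage and fibroblast medians were 0.09 and -0.61 in pair 1. They were -0.49 and -0.46 in pair 2, and -1.03 and -1.04 in pair 3. Without Lip+ISO replicate 1 the medians of the lists, in the same order, were -0.74, -0.48, -0.65 and -0.49. The permutation test included that library, so it cannot decide on a changed share of adipocyte RNA in Lip+ISO against ISO. A change in the other cell types stays open in either contrast. In Lip against vehicle, the medians were -0.11 (camera adjusted p = 0.27, and 0.03 without vehicle replicate 1), -0.33 (0.0030, fry 0.62), -0.02 (0.33) and -0.02 (0.49). With the block the endothelial median was -0.40 (camera adjusted p = 2.2e-07, fry adjusted p = 0.126), and these markers were lower in Lip in each of the 3 pairs (medians of -0.74, -0.13 and -0.48). Without the block it was -0.93 without Lip replicate 2, -0.01 without vehicle replicate 2 and -0.06 without Lip replicate 1, where a pair is broken, and with the block it lay between -0.61 (without Lip replicate 2) and -0.26 (without vehicle replicate 1) over the 12 fits that left out 1 library. The mesothelial median was -0.61 without Lip replicate 3 and 0.51 without Lip replicate 1 (-0.85 and 0.53 with the block), so it depends on single libraries. Of the epididymis and erythrocyte markers, 1 gene each could be tested, so these cells were not assessed.

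Epx rose from the floor to 6.66 CPM with ISO. Eosinophils express it, but Prg2, an abundant eosinophil transcript, had at most 2 counts in an ISO library, where Epx had at least 83, so eosinophils in these libraries do not account for the rise. Ear1 had up to 95 counts with ISO (log2 fold change 1.79, edgeR adjusted p = 0.111).

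Lip replicate 3 differed from the other libraries on the third component. Of 24 epithelial genes listed after this was seen, 14 were tested, and 10 of these were among the 40 largest loadings of the component. Levels in that library were 40.9 CPM for Cldn4, 36.2 for Krt8, 29.7 for Krt18 and 18.8 for Cdh1, against at most 8.13, 9.53, 7.87 and 1.08 CPM in any other library. Of the 4 markers outside the largest loadings, 2 were highest in that library (exact binomial p = 0.0372, one-sided, 0.333 expected). A few epithelial cells in this library may explain this, but with 4 such markers that and a difference in the adipocytes cannot be told apart. Without that library, 85 instead of 110 genes were at least 1 log2 unit higher in Lip than in vehicle at an unadjusted p under 0.05, and 0 genes had an adjusted p at or under 0.05 in that contrast.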
